A study of Homo sapiens and unidentified with 25 samples.

How the data were processed

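Single-stranded DNA microarrays carrying candidate i-motif sequences were incubated with a fluorescent small molecule (mitoxantrone), a labelled anti-i-motif antibody (iMab) or GST-tagged human proteins (hnRNP K, hnRNP LL, ASF/SF2 and hnRNP A1), and the bound fluorescence was read by a scanner. An i-motif is a structure of 4 strands that forms in cytosine-rich DNA, while a G4 is its counterpart in guanine-rich DNA. The series had 25 arrays, each a sector of an 8-sector slide. Per the labels, 4 arrays held iMab at 100 nM, 5 held mitoxantrone and 8 held an hnRNP K dose series. The remaining 8 held hnRNP K, hnRNP LL, ASF/SF2 and hnRNP A1 at 1 µM, with 2 replicate arrays per protein. The other arrays had no replicates.

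The deposited files gave, per spot, the intensity of the foreground and the local background in the red, green and blue channels as pixel means and medians on a linear scale. The deposited percent value used here was the share of saturated pixels of a spot. The deposited score in the flag column was 0 or -50, set by the scanner software by a criterion that the labels do not state. No normalization had been applied per the file headers, and the scanner gain was not stated. Each array had 62976 spots, of which 60000 carried a distinct probe name with 1 spot per name. The 2976 corner and unnamed spots were left out of the comparisons. Probe classes were read from the names alone. The 2_Cs, 3_Cs, 4_Cs and 5_10_Cs classes, pooled as 54800 i-motif probes, were ranked by the number of Cs in the class name, here called the C class. The names gave no sequence, gene or position, and 0 of them held any of the listed promoters, so other sequence features were not analysed here.

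The main value of a probe was the red-channel median foreground minus the median local background, corrected by the normexp model with an offset of 50 and put on the log2 scale. The mean and SD of the background in that model came from the unnamed spots of the same array, with an SD of at least 1. This source was chosen after the intensities were seen, because of the default fit of limma, run here on the named probes without score -50. That fit placed the background mean as high as 40881 on an array whose probes were mostly bright. The default fit was kept as an alternative, and it reversed the direction of the hnRNP K dose response and changed the sign of the mitoxantrone change. Spots with score -50 were left out. They occurred on the hnRNP K dose series and iMab arrays only, where they made up 10.8% to 36.5% of the spots, so values with all spots are given beside the main ones for those arrays.

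The 3 comparisons of hnRNP K with another protein used the 8 replicate arrays in 1 limma model (lmFit, and eBayes with trend) with a coefficient per protein, each array centred on the median of its 60000 probes. The model had 4 residual degrees of freedom and a median of 4.25 prior degrees of freedom. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference of at least 1, two-sided. Because the 3 comparisons share the hnRNP K arrays, they were not compared with each other. The dose response was tested over 8 arrays by Pearson's r and Spearman's rho with exact two-sided permutation tests, for 11 relations (the i-motif probes and 10 classes) with Benjamini-Hochberg adjustment. Mitoxantrone and iMab values were compared without a test. Within each array, i-motif probes were compared with control classes by the gap of median log2 intensity and by the area under the curve (AUC), the probability that a random i-motif probe is brighter than a random control probe. Correlations across probes describe arrays, since probes are not independent replicates. Probes were named by a rule: in each contrast, the 3 largest differences in each direction among called probes that moved the same way in all 4 array pairings, and per series, the 3 i-motif probes with the highest mean centred intensity.

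The comparisons, the correction method apart from the source of its background values, the centring, the thresholds, the naming rule and most alternatives were fixed before the data were examined. The alternatives covered background correction, pixel mean, centring and scaling, dim probes, coded or saturated spots, a replicate block, the arrays in the model, the threshold and single arrays left out. Settings added after seeing the data were the default normexp fit, sets of 5 consecutive probe numbers averaged (12000 sets), and the exclusion of probes above 40000 on any replicate array.

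The limma step was tested on simulated data with 60000 probes, of which 200 were changed by 3 on the log2 scale in hnRNP K. It recovered 59.0% of them against hnRNP LL, 62.0% against ASF/SF2 and 60.5% against hnRNP A1, with 6, 9 and 4 calls among 59800 unchanged probes. All proteins had the same simulated probe means and the same SD per probe. The real arrays differed in spread, with a median absolute deviation of 1.67 on hnRNP K replicate 1 and 0 on the hnRNP A1 arrays. The simulation therefore cannot tell how many real calls come from such differences in scale. In a simulated dose series, 100.0% of 200 rising probes and 0.221% of 59800 unchanged probes reached a rho of 0.9. The simulated rise had an equal log2 step at every array, no plateau, and a larger size than the real i-motif rise. Its noise held no shift shared by the probes of an array. These shares are therefore no reference for the share of real probes with such a rho. A simulated shift of 1 SD gave an AUC of 0.752, against 0.760 from the normal curve. The number of arrays limits the precision of every value. The tools were R 4.3.3 with limma 3.58.1 and the data.table package (1.17.8), and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.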

Results

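The measurements were the fluorescence of 60000 named probes on each of 25 arrays. The named probes comprised 3410 in the 2_Cs class, 10000 in 3_Cs, 15880 in 4_Cs, 25510 in 5_10_Cs, 1500 in G4, 2500 in neg_control, 200 in non_G4, 800 in pos_control, 120 in telomere and 80 in centromere. The median red-channel foreground of the named probes was between 5089 and 8148 on the 4 iMab arrays, between 216.5 and 494.0 on the 5 mitoxantrone arrays and between 5308 and 45695 on the 8 hnRNP K dose arrays. On the replicate arrays at 1 µM it was 12225 and 17232 for hnRNP K, 42984 and 12105 for hnRNP LL, 17421 and 12623 for ASF/SF2, and 0 on both hnRNP A1 arrays. On hnRNP A1 replicates 1 and 2, only 3.47% and 2.67% of the named probes exceeded their local background by 2 background SD, against 77.5% and 78.6% on the hnRNP K replicates. The arrays of each protein lay in 1 slide row, so among these arrays protein was confounded with slide row.

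The first comparison asked how specifically each ligand bound i-motif probes over the control classes. For hnRNP K at 1 µM, the i-motif median exceeded the negative control median by 6.17 ± 0.07 on the log2 scale (SD, n = 2), and the AUC was 0.935 ± 0.0012. The AUC against negative controls was 0.922 ± 0.0124 for hnRNP LL, 0.774 ± 0.0272 for ASF/SF2 and 0.509 ± 0.0232 for hnRNP A1 (SD, n = 2 each). The alternative that moved these AUC values against negative controls most was the restriction to probes above background by 2 SD, which gave 0.298 for hnRNP A1. Against G4 probes the AUC was 0.913 ± 0.0033 for hnRNP K and 0.960 ± 0.0083 for hnRNP LL, but 0.318 ± 0.0245 for ASF/SF2 and 0.0895 ± 0.0053 for hnRNP A1. The i-motif minus G4 gap was 5.41 ± 0.09 for hnRNP K, 3.80 ± 0.61 for hnRNP LL, -0.60 ± 0.14 for ASF/SF2 and -1.02 ± 0.15 for hnRNP A1. These differences between hnRNP K and either ASF/SF2 or hnRNP A1 were larger than the spread between replicates. They were not tested, and each protein had 2 arrays. For hnRNP A1 the median i-motif foreground was 0 on both arrays, while the G4 median foreground was 53.0 ± 10.6.

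**Figure D1:**
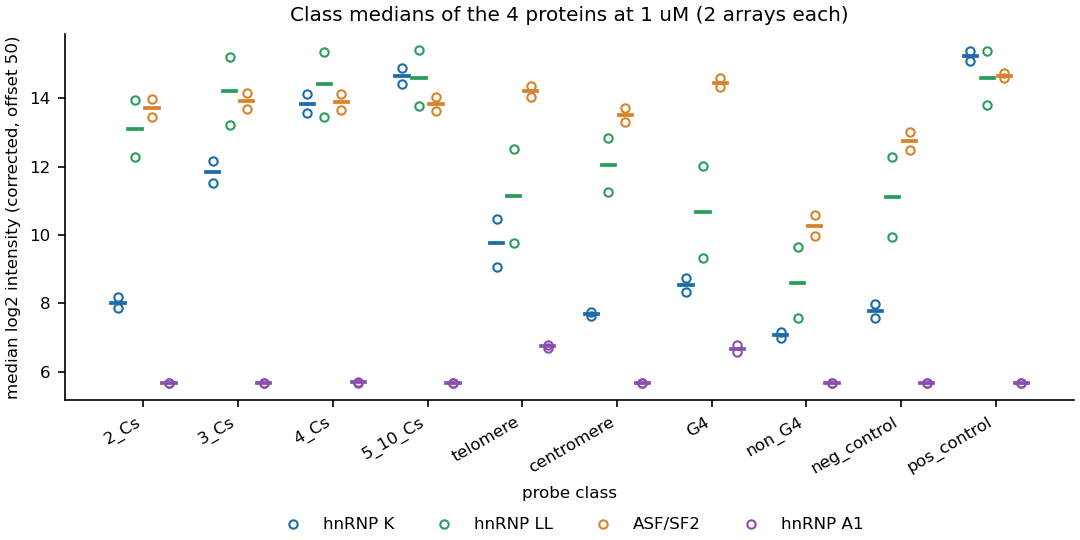
Median log2 intensity of each probe class on the 8 replicate arrays at 1 µM; open circles are arrays and bars are the mean of 2 arrays. The G4 median was 8.53 for hnRNP K and 14.45 for ASF/SF2, and the hnRNP A1 medians lay near the offset except in the G4 and telomere classes.

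Across the i-motif probes of an array, Spearman's rho between intensity and C class was 0.645 ± 0.0126 for hnRNP K and 0.381 ± 0.0065 for hnRNP LL (SD, n = 2 arrays). It was -0.0288 ± 0.0389 for ASF/SF2 and -0.0971 ± 0.0363 for hnRNP A1. The alternative that moved the hnRNP K value most was the restriction to probes above background, which gave 0.476. On the mitoxantrone arrays rho was between -0.329 at 0.23 µM and -0.245 at 55.5 µM. On the iMab arrays it was 0.203 at pH 5.5, 0.432 at pH 6.5 and 0.320 at pH 7.5, all with 40% BSA, and 0.491 at pH 6.5 with 5% BSA. With the spots of score -50 kept, the iMab values in that order were 0.371, 0.559, 0.597 and 0.677. In the hnRNP K dose series rho was 0.467 at 100 nM, 0.596 at 800 nM and 0.251 at 2 µM, and with all spots it was 0.661, 0.658 and 0.329.

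The comparison of hnRNP K with each of the other proteins asked which probes each protein favoured relative to the rest of its array. Between hnRNP K and hnRNP LL, 22443 of 60000 probes were called, 10005 higher and 12438 lower in hnRNP K (44.6% higher). Against ASF/SF2, 24976 probes were called, 8251 higher and 16725 lower (33.0% higher). Against hnRNP A1, 29368 probes were called, 10247 higher and 19121 lower (34.9% higher). These counts depended on the scaling between arrays. Centring on the negative control probes raised them to 51484, 52618 and 50890 probes for the 3 contrasts in that order, of which 94.0%, 94.8% and 97.5% were higher in hnRNP K. With no centring, the share of calls higher in hnRNP K was 0.0600% of 8326 against hnRNP LL, 8.14% of 13747 against ASF/SF2 and 100.0% of 53391 against hnRNP A1. Quantile normalization left 192 calls against hnRNP LL, 1.56% of them higher. Scaling by the median absolute deviation with adjusted p alone left 365 calls against hnRNP LL (9.59% higher) and 2350 against ASF/SF2 (24.9% higher). When the dose series array at 1 µM was added to hnRNP K, 53797 probes were tested. Of these, 0 were called against hnRNP LL, while 8779 had an unadjusted p under 0.05. It left 13055 calls against ASF/SF2 and 7316 against hnRNP A1, of which 0 were higher in hnRNP K. Because the hnRNP A1 arrays read near 0 for most probes, the centred contrast with hnRNP A1 mainly described the spread of hnRNP K intensity around its own array median.

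The median log2 difference of all probes was 0.20 against hnRNP LL, 0.17 against ASF/SF2 and -0.16 against hnRNP A1. It became -0.44, 0.13 and 7.98 without centring, 2.89, 5.10 and 5.88 with centring on negative controls, and 0.07, 0.18 and 0.06 under quantile normalization. Class differences are therefore given relative to this median. No centring and centring on negative controls add 1 constant to all probes of a contrast, so they leave these relative values as they are, and only quantile normalization tests them. The relative 2_Cs difference was -3.73, -5.39 and -5.74 against hnRNP LL, ASF/SF2 and hnRNP A1, and -1.02, -2.19 and -2.46 under quantile normalization. The relative 3_Cs difference was -1.61, -2.21 and -2.04, and -0.58, -0.98 and -0.96 under quantile normalization. For 5_10_Cs it was 0.57, 0.53 and 0.87, and 0.11, 0.33 and 0.62 under quantile normalization. For pos_control it was 1.08, 0.39 and 1.32, and 0.56, 0.08 and 0.97 under quantile normalization. The relative G4 difference was -1.60, -5.95 and -6.30; quantile normalization gave -2.85 against ASF/SF2 and -3.36 against hnRNP A1 but flipped the one against hnRNP LL to 0.74. The relative neg_control difference was -2.33, -4.52 and -6.12, and quantile normalization left it below 0 against ASF/SF2 and at -2.81 against hnRNP A1 but flipped it to 0.04 against hnRNP LL. For non_G4 it was -0.64, -2.67 and -6.67, flipping to 0.47 and 0.27 against hnRNP LL and ASF/SF2 under quantile normalization, which gave -3.14 against hnRNP A1. For telomere it was -0.59, -3.37 and -5.40, flipping to 0.14 against hnRNP LL under that setting, with -0.88 and -2.64 against the others. For centromere it was -0.91, -4.67 and -5.93, and -0.13, -1.43 and -2.57 under quantile normalization. The relative 4_Cs difference was near 0, at 0.08, -0.15 and 0.01, and flipped against hnRNP A1 to -0.05 under quantile normalization.

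The named probes with the largest positive difference against hnRNP LL were V2_4_Cs_956 (log2 difference 5.06 ± 1.45 SE, limma adjusted p 0.0218), V2_4_Cs_6728 (4.84 ± 1.35, 0.0197) and V2_4_Cs_12429 (4.47 ± 1.53, 0.0407). The other 4 probes in their sets of consecutive numbers had median differences of 1.34, 1.30 and 1.24, so the large values belonged to single spots. Under quantile normalization these 3 probes had adjusted p of 0.190, 0.214 and 0.227. Most lower in hnRNP K were V2_2_Cs_2373 (-7.42 ± 0.47, 0.000175), V2_2_Cs_2193 (-7.29 ± 0.39, 0.000175) and V2_neg_control_1806 (-7.28 ± 0.49, 0.000175), with set medians of -6.84, -6.42 and -6.85. With the dose series array added, each of these last 3 had an adjusted p of 0.116.

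Against ASF/SF2, the largest positive differences were those of V2_5_10_Cs_14552 (4.77), V2_5_10_Cs_1733 (4.69) and V2_5_10_Cs_18142 (4.68), with limma adjusted p of 0.0224, 0.0317 and 0.0346. They rested on ASF/SF2 replicate 2: without that array the differences were 1.95, 1.66 and 1.57, and the other probes of their sets had medians of 1.10, 0.68 and 1.00. The most negative were V2_3_Cs_2843 (-8.87), V2_3_Cs_9792 (-8.75) and V2_3_Cs_8815 (-8.75), with adjusted p of 1.73e-05, 1.73e-05 and 2.13e-05 and set medians of -7.46, -7.24 and -7.89.

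Against hnRNP A1, V2_5_10_Cs_6980 (1.77), V2_5_10_Cs_22103 (1.76) and V2_5_10_Cs_2767 (1.75) were the most positive, with limma adjusted p of 0.000685, 0.000826 and 0.00216. With the dose series array added, their adjusted p were 0.144, 0.179 and 0.305. The most negative were V2_neg_control_2045 (-10.50), V2_G4_533 (-10.39) and V2_G4_534 (-10.22), with adjusted p of 1.06e-05, 1.06e-05 and 8.83e-06. Without centring V2_G4_534 was at -2.09 with an adjusted p of 0.0629.

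Similarity of profiles was described by Pearson's r across probes between arrays. Replicates had r of 0.963 for hnRNP K, 0.890 for hnRNP LL, 0.738 for ASF/SF2 and 0.519 for hnRNP A1. The hnRNP K dose series array at 1 µM had lower r with hnRNP K replicates 1 and 2, at 0.766 and 0.759. With hnRNP LL replicates 1 and 2 its r was 0.800 and 0.728. With all spots its r was 0.81 with each hnRNP K replicate, and 0.87 and 0.81 with hnRNP LL. The mean r of the 4 array pairs with hnRNP K was 0.765 ± 0.0147 (SD) for hnRNP LL, 0.347 ± 0.0534 for ASF/SF2 and -0.0957 ± 0.0053 for hnRNP A1. The restriction to probes above background moved the hnRNP LL value most, to 0.491.

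The hnRNP K dose series asked whether binding rose with concentration from 100 nM to 2 µM. The i-motif median corrected intensity was 6867 at 100 nM and 45202 at 2 µM, a 6.58-fold rise (8.09-fold with all spots). Over the 8 arrays, Pearson's r was 0.810 (exact permutation p 0.0179, adjusted 0.0246) and Spearman's rho 0.905 (exact permutation p 0.00456, adjusted 0.00627), among 11 relations computed. Without the 2 arrays farthest from the median concentration, r was 0.960. The alternative that moved this result most was the default normexp fit added after seeing the data, under which rho was -0.905 (exact permutation p 0.00456). Uncorrected and subtracted intensities gave a rise. Concentration rose with the slide row, and within the 4 slide rows that held 2 concentrations each, the higher was brighter in 3 of 4. The i-motif medians within rows went from 6867 to 10092, 30442 to 32459, 42871 to 45264 and 45264 to 45202. The step from 10092 at 200 nM to 30442 at 400 nM lay between slide rows, where concentration and row cannot be told apart. Each slide row had too few arrays for a correlation of its own.

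Among the other 10 relations, rho was between 0.786 and 1.0, with adjusted exact permutation p between 0.000273 and 0.0279; all 10 were negative under the default normexp fit. The 2_Cs median rose 54.5-fold and the 3_Cs median 13.1-fold, against 7.52-fold for 4_Cs, 5.85-fold for 5_10_Cs and 4.84-fold for pos_control. The neg_control median rose 38.2-fold and the G4 median 7.62-fold. The centromere rise was 215.9-fold (86.3-fold with all spots), from 5 kept spots at 100 nM. The non_G4 and telomere rises were 22.9-fold and 16.2-fold (8.47-fold and 8.33-fold with all spots). At 100 nM, 4.5% of 2_Cs, 3.3% of G4 and 0.2% of neg_control probes were above background by 2 SD. Their folds therefore start near background. At 2 µM the 4_Cs, 5_10_Cs and pos_control medians were 45518, 45313 and 45503, so their folds end at a common level. With all spots the rises were 55.8-fold for 2_Cs, 59.5-fold for 3_Cs, 8.99-fold for 4_Cs, 6.04-fold for 5_10_Cs, 4.91-fold for pos_control, 26.7-fold for neg_control and 7.59-fold for G4, so the order of 2_Cs and 3_Cs depended on the spots of score -50. The telomere r of 0.548 (exact permutation p 0.130, adjusted 0.130) and the pos_control r of 0.659 (exact permutation p 0.0551, adjusted 0.0606) did not pass. With all spots the telomere r was 0.798 (exact permutation p 0.0168, adjusted 0.0205) and the pos_control r 0.659 (exact permutation p 0.0553, adjusted 0.0553). At 1.5 µM the i-motif minus telomere gap was 0.06 with 119 kept telomere spots and 2.56 with all spots. Part of the telomere probes were bright and part dim, so single spots could move their median far. The telomere r and folds therefore need not describe the class. At 1, 1.5 and 2 µM the 5_10_Cs medians were 47321, 45622 and 45313. Of 35435 i-motif probes with 8 values, 16063 (45.3%) had a rho of at least 0.9; with all spots this was 31514 of 54800 (57.5%). The named probes of highest mean centred log2 intensity were V2_5_10_Cs_20430 (0.61 ± 0.66, SD over 8 arrays), V2_5_10_Cs_174 (0.61 ± 0.68) and V2_5_10_Cs_1704 (0.58 ± 0.57).

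**Figure D2:**
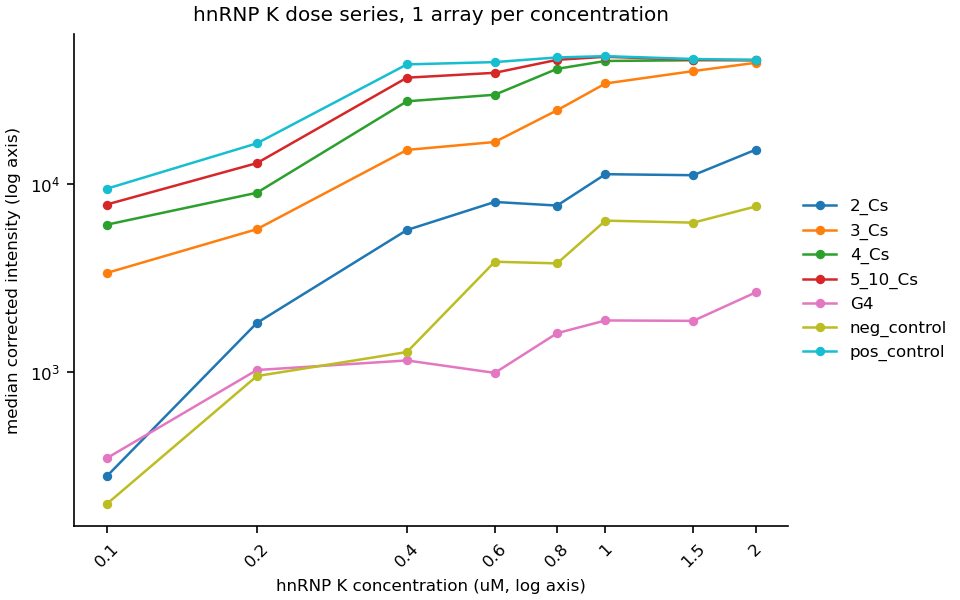
Median corrected intensity (log axis) of 7 probe classes against hnRNP K concentration in µM (log axis); each point is 1 array. The 5_10_Cs medians rose from 7751 at 100 nM to 45313 at 2 µM, while the G4 median reached 2642; these rises reversed under the default normexp fit.

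The mitoxantrone series asked whether the compound's signal depended on concentration. The i-motif median corrected intensity was 275.0 at 0.23 µM, 271.5 at 0.7 µM, 302.0 at 2 µM, 287.0 at 6.1 µM and 500.5 at 55.5 µM. The difference of the i-motif median was 0.06 on the log2 scale from 0.23 to 6.1 µM and 0.86 from 0.23 to 55.5 µM. Under the default normexp fit the latter was -1.39, whereas it was 0.99 with no correction and 0.96 with subtraction. At 55.5 against 0.23 µM, 95.2% of i-motif probes, 89.0% of G4 probes and 100.0% of pos_control probes were brighter. The pos_control median was 50.8 at 0.23 µM, near the offset of 50, and 252.0 at 55.5 µM. The AUC of i-motif over negative control probes was 0.617 at 0.23 µM and 0.546 at 55.5 µM. The profile at 0.23 µM had r of 0.968 with that at 6.1 µM and 0.819 with that at 55.5 µM. The named probes were V2_3_Cs_3834 (mean centred log2 intensity 1.73 ± 0.37, SD over 5 arrays), V2_3_Cs_3835 (1.71 ± 0.34) and V2_2_Cs_2857 (1.67 ± 0.43).

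**Figure D3:**
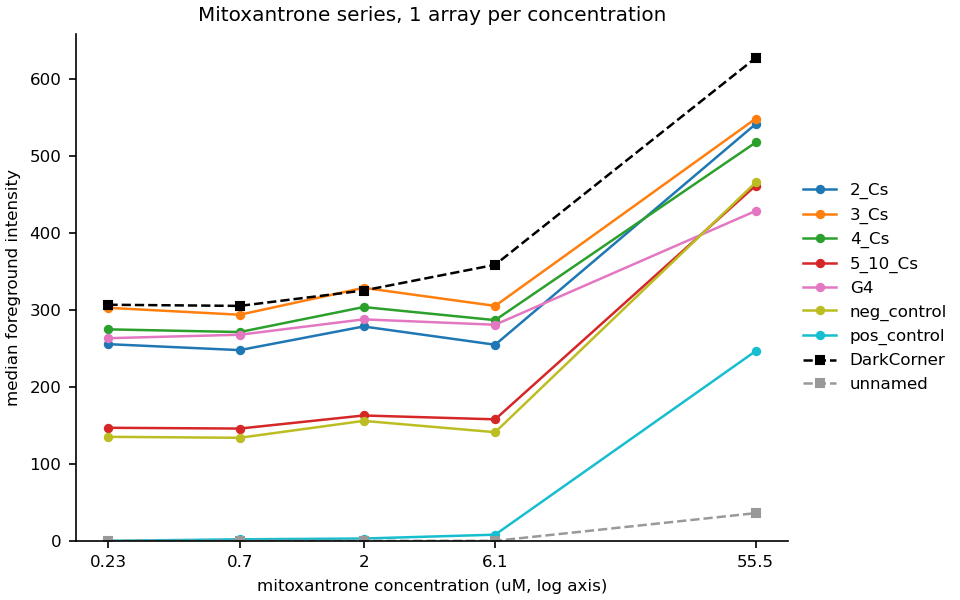
Median red-channel foreground intensity of probe classes and of corner and unnamed spots against mitoxantrone concentration in µM (log axis); each point is 1 array. The i-motif median foreground was between 222.0 and 252.0 up to 6.1 µM and 500.0 at 55.5 µM.

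The iMab arrays asked how pH and the blocking protein BSA changed antibody binding. At 40% BSA, the i-motif median log2 intensity was higher by 0.50 at pH 6.5 than at pH 5.5 (0.49 with all spots). Between pH 7.5 and pH 5.5 the difference was 0.28 with spots of score -50 left out and -0.11 with all spots, so its direction depended on those spots. The pos_control median was higher by 1.81 at pH 6.5 and by 1.76 at pH 7.5 than at pH 5.5. At pH 6.5, the i-motif median was lower at 5% than at 40% BSA by a log2 difference of -0.06, or -0.25 with all spots. The spread between replicate protein arrays gave an SD of 0.96 for such a difference. Much of it came from hnRNP LL, whose i-motif median had an SD of 1.27 between its 2 arrays. That 1.27 is an SD of single arrays, not of a difference, so it is on another scale than 0.96. Without hnRNP LL the SD of a difference was 0.39, which is too low because the hnRNP A1 medians lay at the offset. From hnRNP K and ASF/SF2 alone it was 0.48, close to the difference between pH 6.5 and 5.5. With 1 array per condition these differences remain untested. With all spots, the 3_Cs difference was -2.85 between pH 7.5 and 5.5 and -2.30 between 5% and 40% BSA, while the 5_10_Cs differences were 0.33 and -0.11. The median difference per probe was smaller for 3_Cs, at -1.25 and -1.19, and was 0.46 and -0.09 for 5_10_Cs. The AUC over negative controls was 0.782, 0.815 and 0.816 at pH 5.5, 6.5 and 7.5 and 0.949 at 5% BSA. It rested on 436, 316, 86 and 38 of the 2500 negative control spots in that order, since the others had score -50. With all spots the AUC values were 0.916, 0.935, 0.910 and 0.930. The named probes were V2_5_10_Cs_20852 (mean centred log2 intensity 1.78 ± 0.68, SD over 4 arrays), V2_5_10_Cs_16271 (1.76 ± 0.44) and V2_5_10_Cs_18715 (1.76 ± 0.84).

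**Figure D4:**
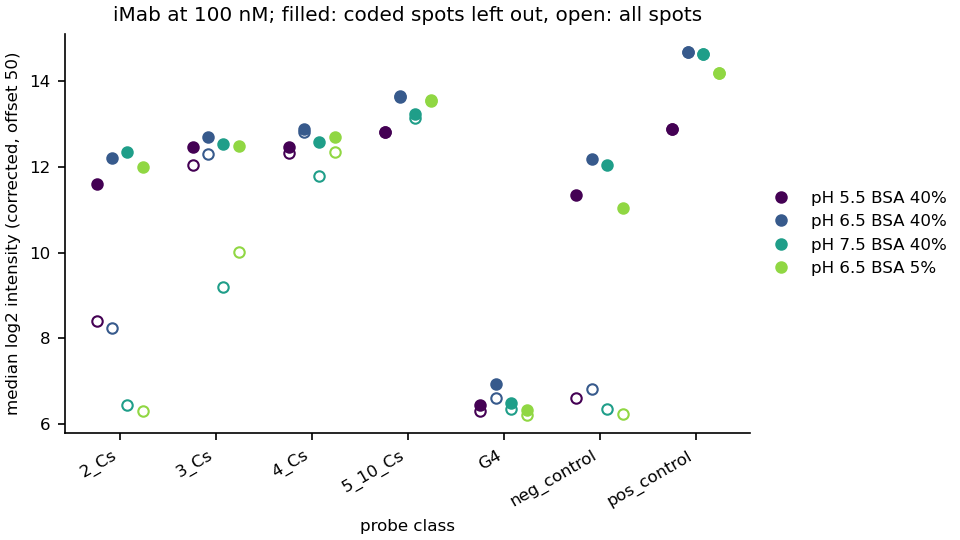
Median log2 intensity of 7 probe classes on the 4 iMab arrays; filled points leave out spots of score -50 and open points keep all spots. The 3_Cs median at pH 7.5 was 12.55 without those spots and 9.20 with all spots, whereas the pos_control median was 14.64 either way.

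The 120 telomere probes fell into separate sets by protein. On both hnRNP K replicate arrays 58 of them were above background by 2 SD, and on both hnRNP A1 replicate arrays 54, with 0 in common. The telomere class median therefore lay between the values of these sets on the hnRNP K arrays.

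**Figure D5:**
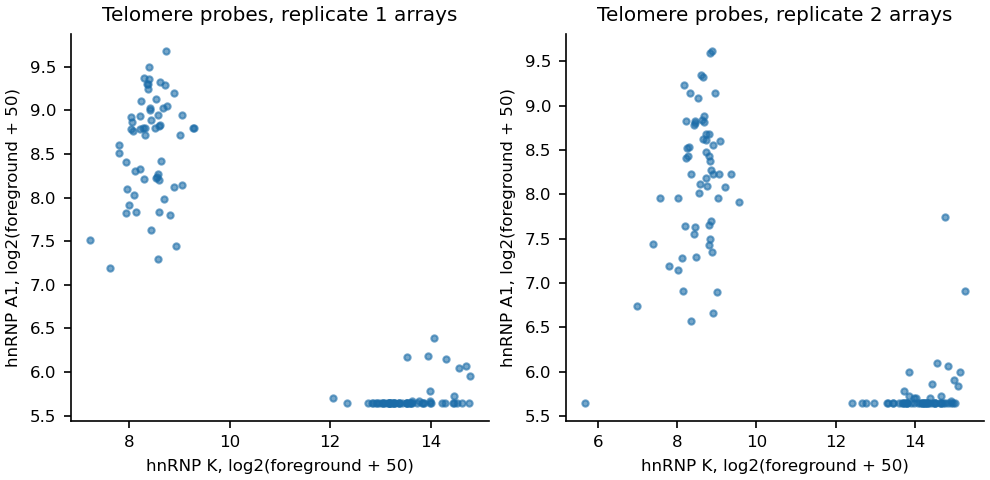
Log2 of foreground plus 50 for the 120 telomere probes, hnRNP K on the horizontal and hnRNP A1 on the vertical axis, with a panel per replicate number; each point is a probe. No probe above background with hnRNP K on both arrays was above background with hnRNP A1 on both, 0 against 26.1 if the calls were independent.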

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

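All tests in this part were chosen after the result was seen, except those of a regional fault of the array surface and of the correlation with other ligands across named probes, which were written down beforehand. No formal test compared the gaps or the C class correlations between the proteins, each of which had 2 arrays.

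The i-motif minus G4 gap was -0.60 for ASF/SF2 and -1.02 for hnRNP A1 on the log2 scale (means of 2 arrays), against 5.41 for hnRNP K, and these results stood out because every array of one protein moved the opposite way to every array of the other. For the same reason the rank correlation of intensity with C class stood out, at -0.0288 for ASF/SF2 and -0.0971 for hnRNP A1 against 0.645 for hnRNP K. The ASF/SF2 value on replicate 2 was -0.0013, so that sign is close to 0. For the ASF/SF2 gap, 3 other ways to read the intensity left it at -0.44 or lower on both arrays, which argues against the background correction as the whole cause. With each array divided into 4 regions, the highest ASF/SF2 gap was -0.42 and the lowest hnRNP K gap 5.12, which argues against a regional fault. The hnRNP K dose arrays in slide rows of the same number as ASF/SF2 and hnRNP A1 had gaps of at least 4.10 and 4.59. The dose and replicate arrays each filled every sector of a slide, so a shared row number does not mean a shared slide. This argues against an effect of row position common to slides, but cannot exclude a fault of those rows on the replicate slide. No explanation was tested for the C class correlations themselves.

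For hnRNP A1 the background correction was examined in 2 ways. The test made first asked whether the gap reached 0 under other corrections, and the highest value was 0.00. That test is void on 1 array, where subtraction put the i-motif and G4 medians both at the floor of 50, so it cannot tell. The means of 2 arrays were -1.04 without correction, -0.14 with subtraction and -0.84 with mean pixels. A further test, added because of that outcome, used values before any correction: at least 41.6% of G4 probes exceeded their local background by 2 SD, against at most 1.54% of i-motif probes. This argues against the correction as the whole cause. The G4 foreground of hnRNP A1 was low in absolute terms, with a median of 53.0.

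A binding preference that differs between the proteins remains a hypothesis for the gaps, found and examined on the same arrays. All proteins carried a GST tag. If the tag alone bound the probes, the profiles of different proteins would correlate like replicates. The lowest mean r between proteins was -0.102 (hnRNP LL with hnRNP A1), and the lowest replicate r was 0.519 (hnRNP A1). With hnRNP A1 the mean r was -0.0957 for hnRNP K and 0.0965 for ASF/SF2. Pairs with hnRNP A1 cannot decide, because its arrays read near 0 for most probes. Mean r with ASF/SF2 was 0.347 for hnRNP K and 0.399 for hnRNP LL, below the ASF/SF2 replicate r of 0.738. This argues against the tag alone for ASF/SF2. The mean r of hnRNP K with hnRNP LL, 0.765, was above 0.738, though below their own replicate r of 0.963 and 0.890. Differences in protein quality or activity between the preparations were not tested.

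On hnRNP LL replicate 2 the green channel, which no comparison used, gave an i-motif median of 5961 against 707.0 for the negative controls of that array. It was singled out by an arbitrary minimum difference between these medians. Replicate 2 over replicate 1 was 17.0 in the green channel but 0.292 in the red, which argues against spill of the red signal. Green-channel factors between the arrays differed by up to 4.52 times over 9 classes, which argues against 1 gain for the whole array. Green and red intensity had r of 0.985 across probes on replicate 2, so a green-fluorescing label that follows the protein may be a source. This r was 0.939 to 0.967 on the iMab arrays and 0.975 and 0.976 on the hnRNP K replicates, so such a correlation was not particular to this array. No biological explanation was tested.

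Spots named DarkCorner, which no comparison used, had a median foreground of 307.0 on the mitoxantrone array at 0.23 µM, above the 0 of the unnamed spots. The 99th percentile of the unnamed spots over the 4 lower concentrations was at most 0, which argues against a background over the whole surface. For carry-over from another ligand, the highest r of this array with the 20 arrays of other ligands was 0.0857. The lowest was -0.705, or -0.535 with all spots. That r covers named probes only and says nothing of the DarkCorner spots. The DarkCorner median was at most 0.0342 times the i-motif median on the 18 arrays of other ligands with an i-motif median above 0, against at least 1.26 times on the mitoxantrone arrays. Carry-over would have brought brighter i-motif probes with it, so this argues against it. Between 0.23 and 6.1 µM the DarkCorner and i-motif medians changed by at most 1.18 times for a 26.5-fold change in concentration, a range examined because it looked flat. Fluorescence that does not depend on the compound and sites already full at the lowest concentration could each give this and cannot be told apart. Neither alone would give the rise at 55.5 µM, but that rise rests on 1 array. Against 0.23 µM the i-motif median foreground was 2.21 times and the DarkCorner median 2.05 times as high. Against 6.1 µM the i-motif median was 2.10 times as high, while the DarkCorner median went from 359.0 to 628.0. The 20 arrays without mitoxantrone all held another ligand. Their DarkCorner medians were 0 on the 4 iMab arrays and on the hnRNP K and hnRNP A1 replicate arrays. They were higher on others, such as 81.25 with hnRNP K at 800 nM and a mean of 422.25 with ASF/SF2. Because the scanner gain was not stated, these values cannot settle whether the signal depends on the compound. An array without any ligand was not analysed here, and no biological explanation was tested.

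The DarkCorner spots also stood out on the ASF/SF2 arrays, with medians of 598.5 and 246.0 (mean 422.25), above the unnamed spots. The 99th percentile of the unnamed spots was at most 75.1, which argues against a background over the whole surface. On the hnRNP K dose arrays in the slide row of the same number the DarkCorner median was at most 46.0. This argues against an effect of row position common to slides. Those arrays were not on the slide of the ASF/SF2 arrays, so a fault of that row there cannot be excluded. Binding of ASF/SF2 to these spots remains untested.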

How the results depend on the processing

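Of the settings below, the default normexp fit, the sets of 5 and the exclusion of bright probes were chosen after seeing the data. Except where stated, the cause of a change was not tested.

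Call counts for hnRNP K against hnRNP LL, ASF/SF2 and hnRNP A1 were 22443, 24976 and 29368. Quantile normalization gave 192, 14069 and 18924. No centring gave 8326, 13747 and 53391. Centring on negative controls gave 51484, 52618 and 50890. Scaling by the median absolute deviation gave 365 and 2350, and could not be run for hnRNP A1, whose deviation was 0. Adding the dose series array at 1 µM gave 0 (8779 at an unadjusted p under 0.05), 13055 and 7316 of 53797. Sets of 5 gave 4906, 4858 and 6132 of 12000, and leaving out probes above 40000 gave 9457, 13925 and 14971 of 21167. Fewer units were tested in both, as with the dose series array. Counts stayed within 1.5 times with other background corrections, mean pixels, the dim probe filter, 4 arrays per contrast and adjusted p alone. A replicate block gave 23374, 26052 and 30189, where the replicate number goes with the slide column. The r of replicate differences between proteins was -0.0679 to 0.283 and over 0.1 in 4 of 6 protein pairs, so a pairing was not shown for all proteins. Probes differing by at least 1 numbered 26693, 27485 and 31316, and with 1 replicate left out 23478 to 29948, 26369 to 29710 and 31410 to 31853. With 1 spot per probe, the median of spots changed nothing. Spots of score -50 or with saturated pixels did not occur on these arrays.

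The default normexp fit reversed the hnRNP K dose response, from a rho of 0.905 to -0.905, and all 10 class responses: -0.762 for 2_Cs and non_G4, -0.905 for 3_Cs, 4_Cs, 5_10_Cs and pos_control, -0.881 for telomere and G4, -0.50 for centromere and -0.619 for neg_control. Its background mean came close to the probe intensities, at up to 40881. It also moved the mitoxantrone difference at 55.5 µM to -1.39, the iMab differences to 1.72 (pH 7.5) and 1.68 (pH 6.5), and profile r to 0.834 (hnRNP LL replicates), 0.786 (hnRNP K with hnRNP LL), 0.286 (hnRNP K with ASF/SF2), 0.607 (iMab pH 5.5 with 6.5) and 0.744 (mitoxantrone 0.23 with 55.5 µM). The dose response kept its direction under the planned corrections and without either end concentration. The dose arrays had no saturated spots to leave out.

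Leaving single replicates aside, 79 alternative values of results that answer a comparison moved, 247 stayed on their side of the threshold or within the spread, and 1 tested result, the dose response, reversed. Of the untested values that moved, 3 also changed side: the mitoxantrone difference under the default normexp fit, and the hnRNP A1 AUC, which fell below 0.5 under subtraction and with only probes above background.

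Keeping spots of score -50 changed the sign of the iMab difference between pH 7.5 and 5.5, from 0.28 to -0.11. It moved the AUC against negative controls to 0.916, 0.935 and 0.910 for iMab at pH 5.5, 6.5 and 7.5 and to 0.943 for hnRNP K at 100 nM. The C class rho became 0.371, 0.559, 0.597 and 0.677 for iMab (the last at 5% BSA), and 0.661 and 0.329 for hnRNP K at 100 nM and 2 µM. Profile r became 0.928 (iMab pH 5.5 with 6.5), 0.904 (5% with 40% BSA) and 0.964 (5% BSA with pH 7.5).

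Keeping only probes above background by 2 SD moved the AUC against negative controls to 0.954 (hnRNP K), 0.901 (hnRNP LL), 0.710 (ASF/SF2), 0.298 (hnRNP A1) and 0.755 (iMab pH 5.5), and against G4 to 0.993 (hnRNP K), 0.983 (hnRNP LL) and 0.313 (hnRNP A1). The C class rho became 0.476 (hnRNP K), 0.326 (hnRNP LL), -0.140 (hnRNP A1), 0.173 (iMab pH 5.5), -0.169 (mitoxantrone 0.23 µM) and 0.380 (hnRNP K 100 nM). Replicate r became 0.857 (hnRNP K), 0.694 (hnRNP LL) and 0.596 (hnRNP A1). The r with hnRNP K became 0.491 (hnRNP LL), 0.402 (ASF/SF2) and -0.0782 (hnRNP A1), that of iMab pH 5.5 with 6.5 0.625, and that of mitoxantrone 0.23 µM 0.923 with 6.1 and 0.701 with 55.5 µM.

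Subtraction moved the AUC against negative controls to 0.933 (hnRNP K) and 0.456 (hnRNP A1), that of hnRNP A1 against G4 to 0.255, its C class rho to -0.0327, its replicate r to 0.576, and the r with hnRNP K to 0.743 (hnRNP LL) and -0.123 (hnRNP A1). Mean pixels gave hnRNP A1 an AUC of 0.543, a replicate r of 0.458 and an r with hnRNP K of -0.0614, and a C class rho of 0.410 (hnRNP LL) and 0.351 (hnRNP K 2 µM). No correction gave an hnRNP K AUC of 0.930, an r of hnRNP K with hnRNP A1 of -0.0872 and of mitoxantrone 0.23 with 55.5 µM of 0.861.

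With 2 arrays per protein, leaving 1 out moves a mean by a fixed share of the spread, so only ranges are given. Those of the AUC against negative controls were 0.934 to 0.936 (hnRNP K), 0.913 to 0.931 (hnRNP LL), 0.754 to 0.793 (ASF/SF2) and 0.492 to 0.525 (hnRNP A1). The ASF/SF2 AUC against G4 ranged from 0.301 to 0.335, and the r of hnRNP K with ASF/SF2 from 0.308 to 0.385. For the 18 probes named in contrasts, 277 of the values under other settings were unchanged in direction and threshold or within the spread, 23 no longer passed the threshold and 12 moved when 1 replicate was left out. The 3 probes highest in hnRNP K over ASF/SF2 rested on ASF/SF2 replicate 2: without it their differences were 1.95, 1.66 and 1.57, and without replicate 1 7.60, 7.73 and 7.79. With 2 arrays per protein, the calls rest on a spread shared between proteins.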

Other observations

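All tests in this part were chosen after the result was seen, except the test of the score -50 among spots dim in the red channel and that of the telomere probes, which were written down beforehand. Apart from the telomere probes and the binding capacity of spots, no biological explanation was tested.

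hnRNP K at 1 µM was dimmer on the replicate arrays than on the dose series array, by factors of 24.1 for 2_Cs, 8.25 for 3_Cs, 3.03 for 4_Cs, 1.84 for 5_10_Cs and 5.17 for G4. Among 2_Cs, G4 and neg_control, the factors differed by 4.67 times, which argues against a scanner gain that differs by 1 factor. The 5_10_Cs minus 2_Cs gap was 6.57 and 6.68 on the replicate arrays, outside the 2.11 to 5.32 of the dose series. In that series it was 2.11 at 2 µM and 5.32 at 100 nM, so a wide gap by itself cannot exclude a lower active protein concentration. The replicate 5_10_Cs median corrected intensities, 21942 and 30032, lay between 12817 at 200 nM and 36449 at 400 nM (all spots). The 2_Cs medians at those concentrations were 1079 and 1166, against 231 and 292 on the replicate arrays. This argues against a lower concentration alone, although each concentration had 1 array and the dose series went no lower than 100 nM.

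Bright classes stopped rising near the top of the dose series. At 2 µM the highest of the median foregrounds of 4_Cs, 5_10_Cs, pos_control and GE_BrightCorner was 1.0044 times the lowest. With all spots, the i-motif median foreground rose 1.0069 times from 1 to 2 µM. The corrected i-motif median did not rise, at 45264 and 45202. No spots of the dose arrays had saturated pixels. The 99th percentile of foreground was 51086 for i-motif probes at 800 nM and 52071.5 for 5_10_Cs at 1 µM. Both lay above the median of 45695 for the named probes at 2 µM. If these arrays shared 1 gain, this argues against a hard ceiling at that level. The scanner gain was not stated, so a detector limit and filled binding capacity of the spots still cannot be told apart. From 1 to 2 µM the 2_Cs median foreground rose 1.42 times.

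The score -50 was given to 2.27% to 9.93% of G4 spots on the hnRNP K dose arrays but to 91.1% to 97.1% on the iMab arrays. Among spots dim in the red channel on the hnRNP K dose arrays, 1.94% of the 11763 with a green signal of at least 50 carried it, against 85.7% of the 47169 with less. Of spots above background in the red channel 5.41% also carried it, 37.4% of those with a green signal under 50 and 0.946% of the others. This argues against a score that marks only spots dim in both channels, and is consistent with one that marks low green signal, although it was rarer among spots above background in the red channel.

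Of 120 telomere probes, 58 were above background on both hnRNP K arrays and 54 on both hnRNP A1 arrays. The number above background with both proteins was 0, against 26.1 if the calls were independent, so 2 kinds of telomere probe, such as the 2 strands, may be present. Probe sequences were not used here. The iMab arrays had 60 such probes, of which 58 were shared with hnRNP K and 0 with hnRNP A1. With mitoxantrone at 6.1 µM there were 56, of which 0 were shared with hnRNP K and 50 with hnRNP A1. ASF/SF2 had 120.

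Groups of 5 consecutive probe numbers had similar intensity. A first test, comparing over all C classes and hnRNP K arrays at once, found a lowest variance share of 0.424 for these sets against a highest share of 0.506 for sets shifted by 2 numbers, and left the question open. It was then redesigned to compare within each class and array. On the hnRNP K arrays the share of the sets exceeded that of shifted sets by at least 0.136 in the 4 C classes, which may reflect repeat spots of 1 sequence. Over all 8 replicate arrays the smallest excess in these classes was 0.0764, and in pos_control the excess was at most 0.0282.

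The iMab profile at pH 6.5 and 5% BSA had r higher by 0.0607 with pH 7.5 than with pH 6.5 at 40% BSA, all spots kept. With 1 array per condition, each in its own slide row, position on the slide and the conditions cannot be told apart.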
